A study of Mus musculus with 14 samples. Its data were reported in "Regulatory effects of the Uty/Ddx3y locus on neighboring chromosome Y genes and autosomal mRNA transcripts in adult mouse non-reproductive cells" (2020).

How the data were processed

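RNA was measured in 14 QuantSeq 3′ FWD libraries from the left ventricles of 14 male mice, 7 WT and 7 UtyGT, and each library was assigned to its genotype from the sample labels. According to the methods of the study, the authors checked read quality and aligned reads to the mouse genome GRCm38/mm10 on the Bluebee platform, and made the deposited counts per gene with featureCounts v1.6.0 on the Ensembl v98 annotation. The submitters' processing notes also name CASAVA 1.4, FastQC and STAR, with no role given, and DESeq2 1.22.2. The deposited counts hold 5 entries that name no gene, in the form that htseq-count writes, so that the counter and its strand setting are not settled by the sources used here. Those entries took 45.9% to 49.1% of reads per library and were left out of library totals and tests. The deposited baseMean is a signal, the mean over libraries of counts divided by DESeq2 size factors, made by the authors. The deposited log2 fold changes and their standard errors are values of WT over UtyGT from the DESeq2 fit of the authors, smaller than the ratio of the counts for genes with few counts, as shrinkage gives. The deposited test statistic is a score, the Wald statistic given by DESeq2 to the authors. The deposited p-values, raw and adjusted by the Benjamini-Hochberg procedure, come from the same test by the authors, in which entries naming no gene were included. None of these columns entered the tests below, and 4984 annotated entries without counts were left out.

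Counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and genotypes were compared with the robust quasi-likelihood F test of edgeR, with genotype as the only term and Benjamini-Hochberg adjustment over 11563 tested genes. The biological coefficient of variation was 26.2%. Gene sets were tested with camera at a preset correlation of 0.01 between genes, adjusted over 37 lists, namely 27 gene lists and 10 lists of cell type markers, each with at least 3 tested members. Camera with an estimated correlation and fry, which tests whether a list moves on balance one way, were run beside it. Of 10 lists called, only that of MSY genes, with the trapped Uty, was called with an estimated correlation, and fry called 11. Sums of X and Y genes and measures of whole libraries were compared by exact two-sided permutation tests over 3432 assignments. All tests, lists and alternatives were fixed before the data were examined except where stated, but after the study and its supplement had been read. Lists on themes that the study reported for these libraries are therefore not independent evidence of direction.

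Genes were named by a fixed rule: tested MSY genes and their homologs on chromosome X with Malat1 and Neat1, the 10 greatest rises and 10 greatest falls among called genes with a mean of at least 20 CPM and no overlap between genotypes, up to 4 members with the smallest adjusted p in each described list, the initiation factors Eif3a, Eif4e3, Eif5, Eif4g1, Eif3f and Eif3h, and Myh7, Zbtb16, Plin4 and En2. Members of lists with 5 or fewer calls in a direction that fell outside the rule, and Erdr1, were added after their values were seen and are named as such. Some results that the rule names are not reported here. GC content and transcript length came from GENCODE M21 on GRCm38, to which 47223 of 47642 genes (99.1%) matched by identifier, 44233 of them with the same coordinates, and 11550 tested genes had a GC value. Coordinates are those of the deposited table on GRCm38.

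Alternatives were DESeq2 1.42.0, RLE scaling, no composition scaling, unfiltered counts, a filter at 1 CPM, counts thinned to 6322161 per library, removal of the 10 most abundant and mitochondrially encoded genes, limma voom, surrogate variables from sva 3.50.0 (1 found), corrections for GC content and length by a lowess curve per library (span 0.3, 3 iterations, prior count 2), and leaving out each library. Leaving out WT 4 and UtyGT 6 together and a correction for GC content of the last 500 nt of transcripts (3′ GC) were added after seeing the data. Internal A runs were counted as 8 or more A in a row outside the last 100 nt. Libraries of a genotype differed by a chi-square per gene of 6.28 to 128, over genes with at least 100 counts in total, so that none was deposited again under another name. Molecular identifiers were not named in the sources used here, so reads can be copies of 1 molecule, and the floor for a count of 0 covers counting error only. The 95% intervals of fold changes come from the edgeR fit and include the spread between libraries. In 10 draws of simulated counts for 11368 genes of this comparison, a mean of 5.46% of calls were false (1.59% to 9.63%). Of genes changed 1.5-fold 22.7% were recovered, of those changed 2-fold 69.9% and of those changed 4-fold 98.6%. These draws held no GC trend and no correlation between genes. In a draw with a GC trend between genotypes, stronger than the one seen here, 93 unchanged and 129 changed genes were called. With GC correction these numbers were 4 and 123. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.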

Results

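Left ventricles of adult male mice carrying a gene trap in Uty (UtyGT) were compared with those of isogenic wild-type (WT) males. Uty is a gene of the male-specific region of chromosome Y (MSY) that encodes a paralog of the histone H3K27 demethylase UTX, and the trap lies within an early intron. The mice were 40 days old, and each library was prepared from the left ventricle of a different mouse, with 7 libraries per genotype. The libraries were QuantSeq 3′ FWD libraries, in which each read marks the 3′ end of a polyadenylated transcript. Reads assigned to genes totalled 6322161 to 9397378 per WT library and 6357485 to 10268706 per UtyGT library. Of 47642 annotated genes, 22002 had at least 1 count, and 11563 had enough counts to be tested. Levels are given as TMM-scaled CPM (mean ± SD, n = 7 per genotype) and fold changes as log2 of UtyGT over WT ± SE. Genes are said to be called where the edgeR adjusted p was below 0.05. Alternatives that ended or made a call are named, with the adjusted p where single libraries were left out. Ranges are those of the adjusted p over all alternatives except fry, per gene or list.

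Uty was the targeted gene and was examined first in every library. Its counts in the 7 WT libraries were 74, 56, 50, 47, 61, 47 and 75, and those in the 7 UtyGT libraries were 3, 3, 6, 4, 1, 3 and 2, so that no library departed from its label. Uty (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759) averaged 7.65 ± 1.82 CPM in WT and 0.401 ± 0.206 CPM in UtyGT, or 5.35% of WT (log2 fold change -4.22 ± 0.28, adjusted p = 2.12e-07). The 3′ end that is counted lies downstream of the trap, so this value measures transcripts that extend beyond the insertion. The neighboring Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629), which encodes a DEAD-box RNA helicase, had 612 to 867 counts in WT libraries and 76 to 179 in UtyGT libraries. Its level fell from 95.8 ± 7.05 to 15.8 ± 6.06 CPM, or to 16.5% of WT (log2 fold change -2.60 ± 0.21, adjusted p = 1.77e-06). On the other side of Uty, Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847), encoding the Y-linked gamma subunit of the initiation factor eIF2, rose from 2.13 ± 0.400 to 6.69 ± 2.94 CPM, which is 311% of WT (log2 fold change 1.64 ± 0.27, adjusted p = 0.00312). Its counts were low, with 12 to 20 in WT libraries and 22 to 87 in UtyGT libraries, but the genotypes did not overlap.

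Kdm5d, an H3K4 demethylase gene of the MSY (ENSMUSG00000056673, chromosome Y, 897788 to 956786), was measured at 3.12 ± 1.20 CPM in WT and 2.94 ± 0.619 CPM in UtyGT and was not called (log2 fold change -0.08 ± 0.25, adjusted p = 0.867). Of 4 tested members of the MSY list, 1 was called higher and 2 lower, with the same numbers adjusted over the list alone (camera adjusted p = 3.38e-07, and adjusted p = 0.0143 with an estimated correlation). The study had reported some of these genes from these libraries, so their direction is not independent evidence. Erdr1, the remaining chromosome Y gene with enough counts, was picked after its values were seen and was not called (log2 fold change -0.83 ± 0.42, adjusted p = 0.232), although it was called lower without UtyGT 6 (0.0470, range 0.0470 to 0.687). Usp9y, Uba1y, Zfy1, Zfy2 and Sry had 0 counts in all 14 libraries, which allows up to 0.0270 CPM over the 110927885 counts together, counting error only. Gm4017, a processed pseudogene that overlaps Ddx3y, had a summed count of 8 in WT and 5 in UtyGT, and Gm29650 had 21 and 17, too few for a test. Reads shared by Ddx3y and Gm4017 can be split or lost in the counting, and both values are uncertain to that extent.

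**Figure D1:**
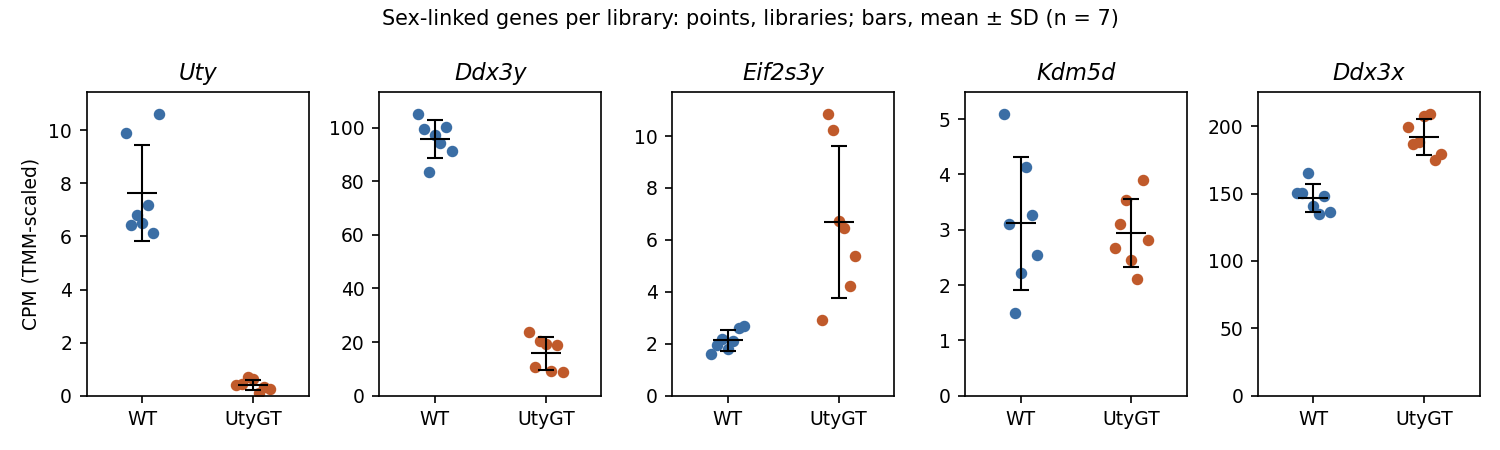
TMM-scaled CPM of Uty, Ddx3y, Eif2s3y, Kdm5d and Ddx3x, each on its own linear axis from 0, with a point for each of the 7 WT (blue) and 7 UtyGT (orange) libraries and bars for the mean ± SD. UtyGT libraries lie below all WT libraries for Uty (mean 0.401 against 7.65 CPM) and Ddx3y and above them for Eif2s3y and Ddx3x, whereas the genotypes overlap for Kdm5d.

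The homologs of MSY genes on chromosome X were examined next. Ddx3x (ENSMUSG00000000787, chromosome X, 13280970 to 13294052) rose from 147 ± 10.4 to 192 ± 13.2 CPM, or to 131% of WT, with all UtyGT libraries above all WT libraries (log2 fold change 0.39 ± 0.09, adjusted p = 0.0161). Kdm6a, the homolog of Uty that encodes UTX, was measured at 6.98 ± 2.11 CPM in WT and 7.19 ± 1.55 CPM in UtyGT (log2 fold change 0.04 ± 0.21, adjusted p = 0.932), and Eif2s3x at 13.5 ± 6.25 CPM in WT and 12.1 ± 2.81 CPM in UtyGT (log2 fold change -0.15 ± 0.29, adjusted p = 0.788). Neither passed the test, nor did Usp9x (log2 fold change 0.69 ± 0.28, adjusted p = 0.142), Uba1 (-0.17 ± 0.12, adjusted p = 0.374), Kdm5c (0.16 ± 0.15, adjusted p = 0.554) or Zfx (0.08 ± 0.13, adjusted p = 0.721). Thus 1 of 7 tested members was called higher and 0 lower, with 1 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.361). Some of these genes were also measured by the study in left ventricles of both genotypes, so the list was not chosen independently of its results. The Ddx3x call ended with unfiltered counts (0.0732), GC correction (0.246) or 3′ GC correction (0.217) (range 6.52e-05 to 0.246). Usp9x was called higher with surrogate variables (0.00550) (range 0.00550 to 0.351), while Kdm6a and Zfx, neither of them called, turned to log2 fold changes of -0.12 and -0.08 under a GC correction.

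The summed transcripts of each X and Y pair were also compared by exact two-sided permutation tests, whose smallest possible p is 0.000583. The sum of Ddx3x and Ddx3y was 243 ± 10.9 CPM in WT and 208 ± 15.1 CPM in UtyGT, or 85.8% of WT, with ranges of 228 to 255 and 188 to 227 CPM (exact p = 0.000583, adjusted over 3 sums 0.000874). The Y-linked share of this sum was 39.5% in WT and 7.55% in UtyGT. The sum of Kdm6a and Uty fell from 14.6 ± 2.80 to 7.59 ± 1.72 CPM, or to 51.9% of WT (exact p = 0.000583, adjusted 0.000874), and its Y-linked share was 52.7% in WT and 5.05% in UtyGT. The sum of Eif2s3x and Eif2s3y, at 15.6 ± 6.53 CPM in WT and 18.8 ± 4.78 CPM in UtyGT, did not differ by more than the spread between libraries (exact p = 0.309, adjusted 0.309).

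**Figure D2:**
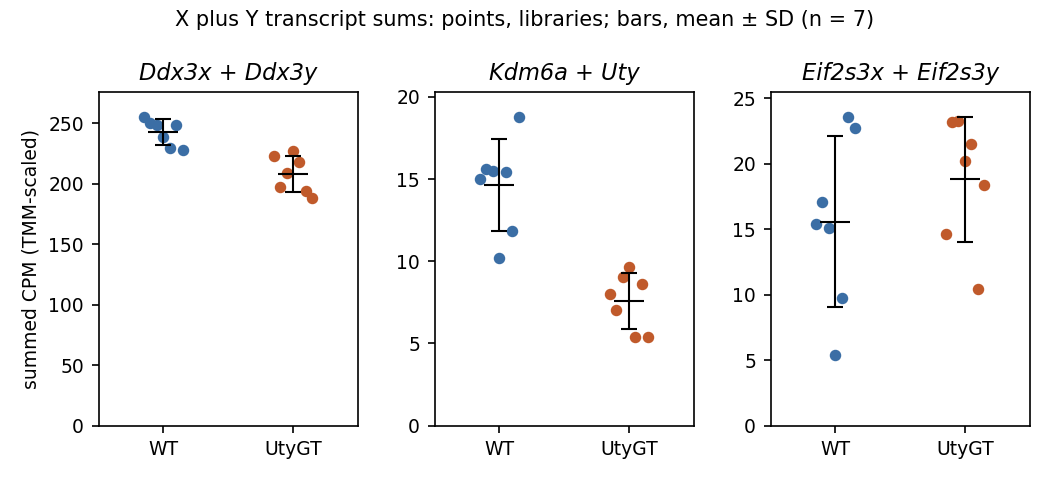
Summed TMM-scaled CPM of each gene on chromosome X and its homolog on chromosome Y, each pair on its own linear axis from 0, with a point for each of the 7 libraries of a genotype and bars for the mean ± SD. The sum of Ddx3x and Ddx3y is 243 CPM in WT and 208 CPM in UtyGT, and that of Kdm6a and Uty 14.6 and 7.59 CPM.

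Across the genome, 543 genes were called higher and 386 lower in UtyGT at an adjusted p below 0.05, and 2867 genes had an unadjusted p below 0.05. Most changes were small, with a median fold of 1.55 for the higher genes and 0.625 for the lower genes. A change of at least 1.5-fold was seen for 322 higher and 249 lower genes, and a change of at least 2-fold for 44 and 40. All 7 UtyGT libraries lay above all 7 WT libraries for 158 of the genes called higher, and below them for 70 of those called lower. In all, the genotypes did not overlap for 2.14% of tested genes, against 0.0583% by chance. On chromosome Y, 3 of 5 tested genes were called (Uty, Ddx3y and Eif2s3y), and on chromosome X, 19 of 346 were called higher and 12 lower. Protein-coding genes made up 96.4% of the calls. The genes called higher had a median GC content of 44.5%, against 55.3% for those called lower and 49.7% for all tested genes. The slope of log2 CPM on GC content was 0.11 per 10 percentage points in WT and -0.11 in UtyGT libraries.

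The numbers of calls varied with single libraries and settings. Without UtyGT 6 there were 919 higher and 1329 lower genes, and without WT 4 and UtyGT 6, which lay together at an end of the first principal component and were left out after seeing the data, there were 796 and 834. Fewer were found without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4 and 7. These gave 276 (WT 4) to 375 (WT 2) higher and 146 (UtyGT 7) to 245 (WT 2) lower genes. A correction for GC content gave 309 higher and 247 lower genes, of which 255 and 204 were also called without it. Surrogate variables gave 1251 and 1244, no count filter 337 and 275, and DESeq2 706 and 658.

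Among genes with a mean of at least 20 CPM and no overlap between genotypes, the greatest rise was that of the nuclear long non-coding RNA Malat1, described below with its class. Ankrd12, encoding an ankyrin repeat protein, rose from 21.1 ± 5.16 to 47.3 ± 9.56 CPM (log2 fold change 1.16 ± 0.16, adjusted p = 0.00116), and Cebpz, encoding a factor of ribosome assembly and transcription, from 34.7 ± 6.92 to 74.9 ± 11.8 CPM (log2 fold change 1.11 ± 0.14, adjusted p = 0.000492). Filip1l rose from 23.3 ± 4.00 to 49.1 ± 7.89 CPM (log2 fold change 1.07 ± 0.14, adjusted p = 0.000548) and the spliceosome component Mfap1a from 58.4 ± 11.4 to 119.8 ± 16.7 CPM (log2 fold change 1.04 ± 0.13, adjusted p = 0.000492). Next came Arid4b, encoding a subunit of a histone deacetylase complex (log2 fold change 0.97), Cwf19l2 (0.95), Naca, encoding the alpha subunit of the nascent polypeptide-associated complex (0.94), the heat shock protein gene Hspa4 (0.89) and the nucleosome-binding protein gene Hmgn1 (0.89), with adjusted p from 0.000469 to 0.00385. Counts of Mfap1a can be shared with its near-identical copy Mfap1b and those of Naca with pseudogenes. Cebpz, Filip1l and Arid4b overlap Cebpzos, Cmss1 and Ggps1, and without a stated strand setting their reads cannot be told from those of these genes.

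After Ddx3y, the greatest fall under the same conditions was that of the alpha-globin gene Hba-a1, from 997 ± 309.9 to 453 ± 193 CPM (log2 fold change -1.14 ± 0.28, adjusted p = 0.0220), followed by Scand1, encoding a SCAN domain protein, from 59.7 ± 14.8 to 27.4 ± 6.39 CPM (log2 fold change -1.12 ± 0.17, adjusted p = 0.00253). Neurl1b, encoding a ubiquitin ligase of the Notch pathway, fell from 50.8 ± 10.1 to 25.9 ± 7.44 CPM (log2 fold change -0.98 ± 0.17, adjusted p = 0.00429). The mitochondrial glutamine tRNA mt-Tq (log2 fold change -0.96 ± 0.16, adjusted p = 0.00312) and Nrbp1 (-0.88 ± 0.15, adjusted p = 0.00312) followed. The remaining falls were those of the microtubule-associated Eml2 (log2 fold change -0.82), the Arp2/3 complex subunit gene Arpc3 (-0.80), the Mediator subunit gene Med25 (-0.79) and the methionine synthase gene Mtr (-0.77), with adjusted p from 0.00389 to 0.0124. Calls ended for Hba-a1 with unfiltered counts or 3′ GC correction (range 0.00132 to 0.0592), for Scand1 with 3′ GC correction (range 2.87e-07 to 0.0759) and for Med25 with GC correction (range 0.000550 to 0.0502). Reads of Hba-a1 can be split with its near-identical copy Hba-a2, and mt-Tq overlaps mt-Ti on the opposite strand.

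Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) is an abundant nuclear lncRNA next to Neat1 (ENSMUSG00000092274, chromosome 19, 5824708 to 5845478). Malat1 rose from 707 ± 206 to 1610.5 ± 383 CPM, or to 228% of WT, with every UtyGT library above every WT library (log2 fold change 1.19 ± 0.19, adjusted p = 0.00270). Neat1, the scaffold of nuclear paraspeckles, was measured at 434 ± 114 CPM in WT and 348 ± 134 CPM in UtyGT and was not called (log2 fold change -0.32 ± 0.22, adjusted p = 0.396). Of the nuclear lncRNA list, 3 of 10 tested members were called higher and 1 lower, and 4 higher and 1 lower adjusted over the list alone. The list as a whole was not called (camera adjusted p = 0.188, and adjusted p = 0.493 with an estimated correlation), and since Malat1 and Neat1 were chosen after the study, its count is not independent evidence. Besides Malat1, the growth-arrest RNA Gas5 rose from 58.1 ± 11.1 to 98.6 ± 22.3 CPM (log2 fold change 0.76 ± 0.16, adjusted p = 0.0119) and the imprinted Kcnq1ot1 rose by 0.66 (adjusted p = 0.0338), whereas the imprinted Peg13 fell from 30.4 ± 6.67 to 18.3 ± 4.38 CPM (log2 fold change -0.73 ± 0.17, adjusted p = 0.0186). The call was lost for Kcnq1ot1 with unfiltered counts, length correction or either GC correction, or without any 1 of WT 1, 3, 4 and 5 or UtyGT 2, 3, 4 and 7 (0.0506 to 0.0785, range 0.00639 to 0.299). Gas5 and Kcnq1ot1 overlap Zbtb37 and Kcnq1 on the opposite strand, from which their reads cannot be told apart without strand. Peg13 overlaps Trappc9 on the same strand, so that strand would not separate their reads and the value of Peg13 is uncertain.

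Lists of genes for chromosome structure, ribosome assembly and splicing were called higher in UtyGT. In the list of cohesin and condensin genes, which hold and fold chromosomes, 5 of 22 tested members were called higher and 1 lower, and 10 higher and 1 lower adjusted over the list alone (median log2 fold change 0.31, camera adjusted p = 0.000155, and adjusted p = 0.303 with an estimated correlation). The condensin subunit Smc4 rose from 11.9 ± 1.91 to 25.9 ± 3.55 CPM (log2 fold change 1.12 ± 0.13, adjusted p = 0.000469), the cohesin subunit Smc3 from 31.0 ± 5.22 to 55.9 ± 8.83 CPM (log2 fold change 0.85 ± 0.13, adjusted p = 0.00270), Smc6 of the related SMC5/6 complex from 48.3 ± 9.25 to 83.6 ± 11.4 CPM (log2 fold change 0.79 ± 0.13, adjusted p = 0.00309) and the chromatin remodeler Atrx from 82.3 ± 11.05 to 129 ± 21.8 CPM (log2 fold change 0.64 ± 0.13, adjusted p = 0.00724). Outside the rule for named genes, and chosen after their values were seen, Smc5 was the other member called higher (0.46 ± 0.13, adjusted p = 0.0406) and the cohesin subunit Rad21 the member called lower (-0.49 ± 0.11, adjusted p = 0.0147). The Smc5 call ended with unfiltered counts, thinned counts, length correction or either GC correction, or without any 1 of WT 2, 3, 4, 5 and 7 or UtyGT 1, 2, 3, 4 and 7 (0.0532 to 0.0891, range 0.0110 to 0.182).

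Of the factors of ribosome biogenesis, 12 of 82 tested members were called higher and 0 lower, and 15 higher and 1 lower adjusted over the list alone (median 0.17, camera adjusted p = 0.00665, and adjusted p = 0.493 with an estimated correlation). Nol8 rose from 20.8 ± 2.39 to 32.7 ± 4.51 CPM (log2 fold change 0.65 ± 0.12, adjusted p = 0.00489), the helicase gene Ddx18 from 9.15 ± 1.82 to 15.7 ± 2.74 CPM (log2 fold change 0.78 ± 0.16, adjusted p = 0.00868), the GTPase gene Gnl2 from 16.6 ± 3.77 to 28.2 ± 4.91 CPM (log2 fold change 0.77 ± 0.16, adjusted p = 0.00904) and Mphosph10 from 6.42 ± 1.06 to 10.9 ± 2.11 CPM (log2 fold change 0.77 ± 0.16, adjusted p = 0.00904). The list's call ended without UtyGT 6 (0.0774, range 0.000723 to 0.493). Among splicing factors, 16 of 157 tested members were called higher and 0 lower, and 26 higher and 8 lower adjusted over the list alone (median 0.14, camera adjusted p = 0.00932, and adjusted p = 0.493 with an estimated correlation). In addition to Mfap1a, Thoc2, of the TREX complex that couples splicing to mRNA export, rose from 64.8 ± 5.95 to 99.02 ± 8.66 CPM (log2 fold change 0.61 ± 0.10, adjusted p = 0.00270), the splicing-dependent factor gene Pnn from 29.1 ± 4.91 to 50.7 ± 10.9 CPM (log2 fold change 0.80 ± 0.15, adjusted p = 0.00571) and the U1-associated Luc7l3 from 65.0 ± 8.72 to 101 ± 18.5 CPM (log2 fold change 0.64 ± 0.13, adjusted p = 0.00833). The call of the splicing list ended with GC correction (0.328) or 3′ GC correction (0.188), or without UtyGT 6 (0.0577, range 0.00440 to 0.493), and the call also ended for Luc7l3 with GC correction (range 4.80e-05 to 0.0725). Beside these lists, the GC slope was lower in UtyGT (-0.11 against 0.11 in WT). Chromosome maintenance, ribosomal activity and RNA processing are themes that the study named for genes raised in these libraries, so the counts of cohesin, ribosome biogenesis and splicing members are not independent evidence.

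Of the cytosolic ribosomal protein genes, 8 of 82 tested members were called higher and 1 lower, the same numbers as adjusted over the list alone. The list was not called (camera adjusted p = 0.0846, median 0.10, and adjusted p = 0.556 with an estimated correlation), although it was called higher with surrogate variables (0.0157), GC correction (0.0119), length correction (0.00423) or 3′ GC correction (0.00134), or without any 1 of WT 3 and 5 or UtyGT 7 (0.0126 to 0.0453, range 0.00134 to 0.556). Rpl36a rose from 132 ± 10.6 to 196 ± 18.3 CPM (log2 fold change 0.57 ± 0.10, adjusted p = 0.00313), Rpl3 from 46.0 ± 9.08 to 76.9 ± 13.1 CPM (log2 fold change 0.74 ± 0.15, adjusted p = 0.00832), Rps27a from 104 ± 27.6 to 178 ± 30.8 CPM (log2 fold change 0.77 ± 0.18, adjusted p = 0.0172) and Rps23 from 64.0 ± 22.5 to 153 ± 57.99 CPM (log2 fold change 1.26 ± 0.30, adjusted p = 0.0186). Rps10, chosen after its value was seen, was the member called lower (-0.63 ± 0.17, adjusted p = 0.0305). Ribosomal protein genes have many processed pseudogenes, and Rpl3 overlaps Syngr1, so that their counts are uncertain. Calls ended for Rps23 with unfiltered counts (range 1.33e-05 to 0.0699) and for Rps10 with either GC correction, or without any 1 of WT 3, 4 and 5 or UtyGT 1, 2, 3, 4 and 7 (0.0595 to 0.0700, range 0.000367 to 0.102).

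Among translation initiation factors, 5 of 46 tested members were called higher and 2 lower, and 7 higher and 3 lower adjusted over the list alone, and the list was not called (camera adjusted p = 0.347, and adjusted p = 0.493 with an estimated correlation). Both this list and that of ribosomal proteins touch themes the study reported on these libraries and are not independent evidence. Among factors named in advance from the study, the eIF3 scaffold gene Eif3a rose from 174 ± 25.3 to 251 ± 26.3 CPM (log2 fold change 0.52 ± 0.11, adjusted p = 0.0114), the cap-binding homolog Eif4e3 from 41.7 ± 6.81 to 61.2 ± 6.93 CPM (log2 fold change 0.55 ± 0.12, adjusted p = 0.0124), and Eif5 by 0.33 (adjusted p = 0.0490). The scaffold of the cap-binding complex Eif4g1 fell from 597 ± 71.9 to 439 ± 48.7 CPM (log2 fold change -0.44 ± 0.11, adjusted p = 0.0237) and Eif3f from 166 ± 26.9 to 119 ± 18.9 CPM (log2 fold change -0.48 ± 0.13, adjusted p = 0.0308), while Eif3h did not pass the test (log2 fold change -0.48 ± 0.16, adjusted p = 0.0800). Mcts1 (0.40 ± 0.12, adjusted p = 0.0405) and Denr (0.36 ± 0.10, adjusted p = 0.0406), whose products act together in reinitiation, were also called higher and were picked after their values were seen. Calls ended for Eif3a with either GC correction (range 7.32e-05 to 0.114), Eif4e3 with either GC correction (range 0.000124 to 0.156), Eif4g1 with either GC correction, or without UtyGT 3 (0.0556, range 0.000737 to 0.722), Eif3f without any 1 of WT 3, 4 and 5 or UtyGT 1, 2, 3, 4 and 7 (0.0540 to 0.0726, range 0.000366 to 0.0726), Mcts1 with no composition scaling, unfiltered counts or either GC correction, or without any 1 of WT 1, 2, 3, 4, 5 and 6 or UtyGT 1, 2, 3, 4 and 7 (0.0537 to 0.0960, range 0.00563 to 0.187) and Denr with unfiltered counts or 3′ GC correction, or without any 1 of WT 1, 3, 4, 5, 6 and 7 or UtyGT 1, 3, 4, 5 and 7 (0.0573 to 0.0814, range 0.000938 to 0.124). The Eif5 call ended with RLE scaling, unfiltered counts, thinned counts, the most abundant genes removed, limma voom, length correction, WT 4 and UtyGT 6 both left out or either GC correction, or without any 1 of WT 1, 2, 3, 4, 5, 6 and 7 or UtyGT 1, 2, 3, 5, 6 and 7 (0.0502 to 0.116, range 0.00662 to 0.425), and Eif3h was called lower with DESeq2, no composition scaling, surrogate variables, WT 4 and UtyGT 6 both left out, or without any 1 of WT 7 or UtyGT 6 (0.00934 to 0.0299, range 0.00197 to 0.161).

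Of stress-related lists, those of immediate early and heat shock genes and of interferon-stimulated genes were called higher, and that of glucocorticoid-responsive genes lower. Of immediate early and heat shock genes, 3 of 27 tested members were called higher and 0 lower, and 7 higher and 0 lower adjusted over the list alone (median 0.32, camera adjusted p = 0.00932, and adjusted p = 0.493 with an estimated correlation). The called members were the co-chaperone gene Bag3, which rose from 403 ± 75.4 to 679.9 ± 137 CPM (log2 fold change 0.75 ± 0.15, adjusted p = 0.00904), the chaperone gene Hsp90aa1 (log2 fold change 0.89 ± 0.23, adjusted p = 0.0296) and Klf6, encoding a zinc-finger transcription factor (0.72 ± 0.20, adjusted p = 0.0356). Hspa1a, an inducible Hsp70 gene with a near-identical copy, was not called (log2 fold change 1.59 ± 0.49, adjusted p = 0.0548), but was called higher with DESeq2, or without any 1 of WT 1 or UtyGT 5 and 6 (0.0288 to 0.0450, range 0.0288 to 0.174). Calls ended for Hsp90aa1 with GC correction, or without any 1 of WT 3 and 5 or UtyGT 3 and 7 (0.0547 to 0.0652, range 0.00478 to 0.108) and for Klf6 with either GC correction, or without any 1 of WT 2, 3, 4, 5 and 6 or UtyGT 1, 2, 3, 4 and 7 (0.0512 to 0.0793, range 0.00610 to 0.0793).

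Of interferon-stimulated genes, 3 of 51 tested members were called higher and 0 lower, and 4 higher and 1 lower adjusted over the list alone (median 0.28, camera adjusted p = 0.00932, and adjusted p = 0.493 with an estimated correlation). The guanylate-binding protein gene Gbp3 rose from 4.72 ± 1.49 to 8.82 ± 1.75 CPM (log2 fold change 0.90 ± 0.20, adjusted p = 0.0133), Ifit3b from 9.70 ± 3.53 to 19.7 ± 6.77 CPM (log2 fold change 1.02 ± 0.24, adjusted p = 0.0172) and the immunoproteasome subunit gene Psmb8 from 13.7 ± 3.81 to 23.7 ± 4.88 CPM (log2 fold change 0.79 ± 0.18, adjusted p = 0.0178). The list was no longer called without any 1 of WT 6 or UtyGT 6 (0.0585 to 0.0646, range 0.000525 to 0.493). Of glucocorticoid-responsive genes, 0 of 20 tested members were called higher and 3 lower, with the same numbers adjusted over the list alone (median -0.24, camera adjusted p = 0.00665, and adjusted p = 0.155 with an estimated correlation). Pnpla2, the adipose triglyceride lipase gene, fell from 346 ± 86.8 to 203 ± 48.9 CPM (log2 fold change -0.77 ± 0.17, adjusted p = 0.0144), the mTORC1 inhibitor gene Ddit4 from 130.4 ± 45.2 to 73.7 ± 18.0 CPM (log2 fold change -0.82 ± 0.21, adjusted p = 0.0258) and Tsc22d3, encoding the leucine zipper protein GILZ, fell by 0.39 on the log2 scale (adjusted p = 0.0412). Calls ended for Ddit4 with either GC correction, or without any 1 of UtyGT 3 and 7 (0.0585 to 0.0611, range 0.00369 to 0.115) and for Tsc22d3 with no composition scaling or unfiltered counts, or without any 1 of WT 1, 2, 3, 4, 6 and 7 or UtyGT 1, 2, 3, 4 and 7 (0.0506 to 0.0947, range 0.00220 to 0.108).

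Marker lists of endothelial cells, erythroid cells and lymphocytes were called lower in UtyGT. Of endothelial markers, 0 of 31 tested members were called higher and 5 lower, and 0 higher and 10 lower adjusted over the list alone (median -0.26, camera adjusted p = 0.00988, and adjusted p = 0.493 with an estimated correlation). The water channel gene Aqp1 fell from 778 ± 283 to 395 ± 104 CPM (log2 fold change -0.98 ± 0.23, adjusted p = 0.0159), the capillary lipase anchor gene Gpihbp1 from 65.8 ± 14.8 to 42.3 ± 9.50 CPM (log2 fold change -0.64 ± 0.17, adjusted p = 0.0293), Pecam1 from 139 ± 27.5 to 97.0 ± 17.8 CPM (log2 fold change -0.51 ± 0.14, adjusted p = 0.0326) and Ramp2 from 58.4 ± 8.88 to 40.3 ± 9.36 CPM (log2 fold change -0.54 ± 0.15, adjusted p = 0.0353). The GC slope was lower in UtyGT here too (-0.11 against 0.11 in WT). Tie1, chosen after its value was seen, completed the called members (-0.50 ± 0.14, adjusted p = 0.0394). The list was no longer called with WT 4 and UtyGT 6 both left out (0.168), or without UtyGT 6 (0.138, range 0.000840 to 0.493). Member calls ended for Gpihbp1 without any 1 of WT 3 and 4 or UtyGT 3 and 7 (0.0535 to 0.0657, range 0.00452 to 0.0657), Pecam1 without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3 and 7 (0.0509 to 0.0767, range 0.00222 to 0.0767), Ramp2 with length correction or either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3 and 7 (0.0555 to 0.0848, range 0.00437 to 0.144) and Tie1 with no composition scaling, unfiltered counts, WT 4 and UtyGT 6 both left out or either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 3, 5 and 7 (0.0563 to 0.0907, range 0.00665 to 0.399).

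Of erythroid markers, 0 of 11 tested members were called higher and 2 lower, and 0 higher and 5 lower adjusted over the list alone (median -0.42, camera adjusted p = 0.00932, and adjusted p = 0.493 with an estimated correlation). Besides Hba-a1, the alpha-globin copy Hba-a2 fell from 701 ± 231 to 328 ± 144 CPM (log2 fold change -1.09 ± 0.29, adjusted p = 0.0305), while the beta-globin gene Hbb-bs (log2 fold change -0.75 ± 0.27, adjusted p = 0.101) did not pass the test. The list call ended with surrogate variables (0.0828), WT 4 and UtyGT 6 both left out (0.0954), or without UtyGT 6 (0.0774, range 0.000188 to 0.493), and that of Hba-a2 ended with unfiltered counts or either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1 and 3 (0.0531 to 0.0656, range 0.00328 to 0.0876). Hbb-bs was called lower with DESeq2 (0.0465), or without UtyGT 2 (0.0355, range 0.0355 to 0.224). Of lymphocyte markers, 0 of 8 tested members were called higher and 2 lower, and 0 higher and 3 lower adjusted over the list alone (median -0.29, camera adjusted p = 0.0368, and adjusted p = 0.493 with an estimated correlation). The called members were H2-Eb1, which fell from 48.2 ± 11.4 to 25.5 ± 8.49 CPM (log2 fold change -0.92 ± 0.22, adjusted p = 0.0178), and Cd74 (log2 fold change -1.08 ± 0.27, adjusted p = 0.0234), both genes of MHC class II antigen presentation that other antigen-presenting cells also express. The lymphocyte list was no longer called with DESeq2, no composition scaling, unfiltered counts, thinned counts, limma voom, surrogate variables, length correction, WT 4 and UtyGT 6 both left out or either GC correction, or without any 1 of WT 6 and 7 or UtyGT 3 and 6 (0.0638 to 0.191, range 0.00503 to 0.493), and the call also ended for Cd74 with either GC correction, or without any 1 of WT 5 or UtyGT 3 (0.0518 to 0.0538, range 0.00206 to 0.123).

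Lists of cardiomyocyte function held called members, but were not called as a whole. Of the genes of hypertrophy and the fetal programme, 2 of 16 tested members were called higher and 0 lower, with the same numbers adjusted over the list alone (camera adjusted p = 0.347, and adjusted p = 0.600 with an estimated correlation). The stretch-responsive Ankrd1 rose from 1529 ± 259.8 to 2649.7 ± 452 CPM (log2 fold change 0.79 ± 0.14, adjusted p = 0.00368), and the intercalated disc gene Xirp2 was also called higher (0.41 ± 0.12, adjusted p = 0.0358). The slow myosin heavy chain gene Myh7 was measured at 51.4 ± 21.7 CPM in WT and 38.0 ± 12.4 CPM in UtyGT and was not called (log2 fold change -0.43 ± 0.26, adjusted p = 0.316). Plin4 (log2 fold change -0.38 ± 0.15, adjusted p = 0.132) and Zbtb16 (-0.08 ± 0.21, adjusted p = 0.844) were not called either, and En2 had 0 counts in all 14 libraries. Myh7, Plin4, Zbtb16 and En2 were named in advance because they lie near chromatin changes listed by the study. Reads of Myh7 cannot be told from those of the antisense Mhrt without strand. The Xirp2 call ended with unfiltered counts, GC correction or length correction, or without any 1 of WT 2, 3, 5, 6 and 7 or UtyGT 1, 2, 3 and 4 (0.0507 to 0.0787, range 0.000962 to 0.321), and Plin4 was called lower with surrogate variables (0.0193), or without UtyGT 6 (0.0446, range 0.0193 to 0.450).

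Of the genes of calcium handling, sarcolemma and T-tubule, 5 of 57 tested members were called higher and 4 lower, and 6 higher and 4 lower adjusted over the list alone (camera adjusted p = 0.986, and adjusted p = 0.990 with an estimated correlation). The dystrophin gene Dmd rose from 49.5 ± 7.73 to 73.3 ± 9.37 CPM (log2 fold change 0.57 ± 0.12, adjusted p = 0.0113). The phospholemman gene Fxyd1 fell from 221 ± 48.9 to 146 ± 18.4 CPM (log2 fold change -0.60 ± 0.14, adjusted p = 0.0160), as did Camk2b from 18.6 ± 3.73 to 10.6 ± 3.52 CPM (log2 fold change -0.82 ± 0.19, adjusted p = 0.0165). Chosen after their values were seen, Cacnb2 (0.50), Trdn (0.63) and the ryanodine receptor gene Ryr2 (0.42) were also called higher, and Casq1 (-0.87) lower, with adjusted p from 0.0186 to 0.0347. Sarcolemma was among the themes the study reported as lowered in these libraries, so the count is not independent evidence. Calls ended for Dmd with GC correction (range 0.000295 to 0.0779), Fxyd1 with either GC correction (range 0.000237 to 0.196), Camk2b with 3′ GC correction (range 0.00113 to 0.0582), Cacnb2 with GC correction (range 0.000637 to 0.0544), Trdn with either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3 and 7 (0.0518 to 0.0713, range 0.00116 to 0.0713), Ryr2 with unfiltered counts, length correction or either GC correction, or without any 1 of WT 2, 3, 4, 5 and 6 or UtyGT 1, 2, 3 and 7 (0.0578 to 0.0747, range 0.00168 to 0.189) and Casq1 with 3′ GC correction, or without any 1 of WT 3 and 4 or UtyGT 1, 2, 4 and 7 (0.0556 to 0.0700, range 0.00662 to 0.0700).

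Of the genes of fatty acid oxidation, 1 of 39 tested members was called higher and 5 lower, and 2 higher and 5 lower adjusted over the list alone (camera adjusted p = 0.360, and adjusted p = 0.600 with an estimated correlation). Ucp2, encoding a mitochondrial carrier, fell from 26.0 ± 5.82 to 15.2 ± 2.44 CPM (log2 fold change -0.78 ± 0.16, adjusted p = 0.00904), the malonyl-CoA decarboxylase gene Mlycd from 244 ± 59.5 to 154 ± 30.9 CPM (log2 fold change -0.66 ± 0.17, adjusted p = 0.0243) and the short-chain acyl-CoA dehydrogenase gene Acads from 419.7 ± 169 to 202 ± 89.8 CPM (log2 fold change -1.06 ± 0.27, adjusted p = 0.0280). Ppargc1a, encoding the coactivator PGC-1 alpha, rose from 198 ± 35.6 to 312 ± 66.9 CPM (log2 fold change 0.66 ± 0.15, adjusted p = 0.0136). Echs1 (-0.32 ± 0.09, adjusted p = 0.0411) and Pdk2 (-0.61 ± 0.18, adjusted p = 0.0490), chosen after their values were seen, were the other members called lower. Calls ended for Mlycd with GC correction, or without any 1 of WT 3 and 5 or UtyGT 3 and 7 (0.0509 to 0.0549, range 0.000304 to 0.0683), Acads with unfiltered counts, or without any 1 of WT 3 and 4 or UtyGT 1, 2, 3 and 7 (0.0546 to 0.0630, range 5.41e-07 to 0.0680), Ppargc1a with either GC correction (range 0.000480 to 0.0731), Echs1 with no composition scaling or unfiltered counts, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0542 to 0.0932, range 0.00125 to 0.133) and Pdk2 with limma voom, length correction or either GC correction, or without any 1 of WT 1, 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0558 to 0.110, range 0.000531 to 0.110).

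**Figure D3:**
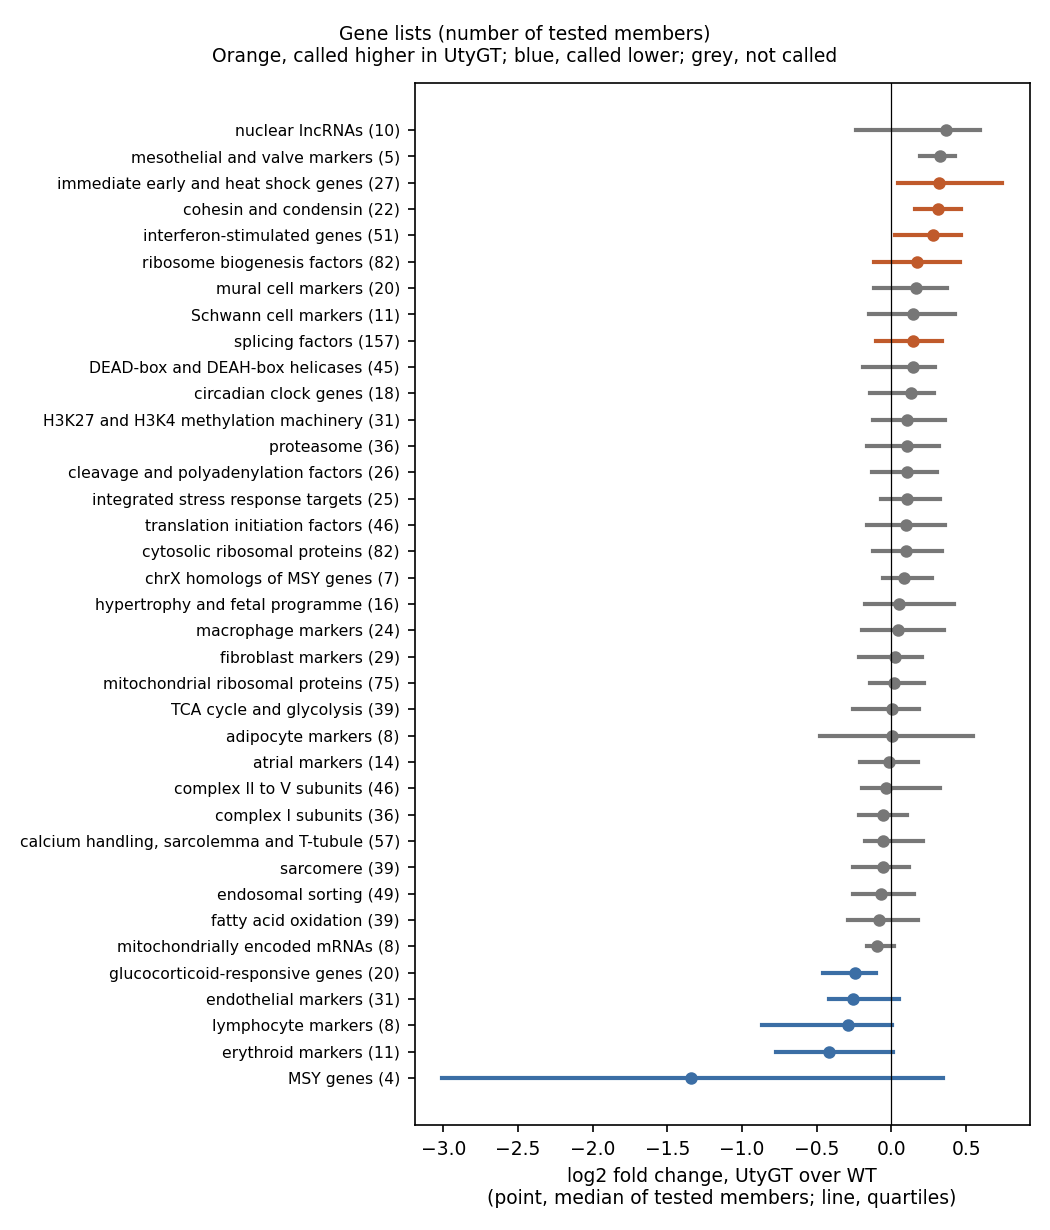
Median log2 fold change (UtyGT over WT) of each gene list fixed before the data were examined, as a point, with a line between the quartiles of its tested members, whose number is in parentheses. Orange marks lists called higher by camera, which include cohesin and condensin (median 0.31), blue marks lists called lower, which include erythroid markers (median -0.42), and grey marks lists not called.

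Libraries were also compared as wholes, by exact two-sided permutation tests. Genes detected with at least 1 count numbered 15894 ± 217 in WT and 16470.0 ± 221 in UtyGT (range 15442 to 16138 and 16156 to 16731, exact p = 0.000583, adjusted over 4 measures 0.00233). Total counts (adjusted exact p = 0.954), the share of the 10 most abundant genes (23.8% in WT and 22.5% in UtyGT, adjusted exact p = 0.218) and that of mitochondrially encoded genes (15.6% and 15.5%, adjusted exact p = 0.954) did not differ by more than the spread, but without WT 7 the share of the 10 most abundant genes was lower in UtyGT by a difference of -1.85 percentage points (adjusted exact p = 0.0280). Of 8 measures added after seeing the data, the slope of log2 CPM on GC content was 0.11 per 10 percentage points in WT and -0.11 in UtyGT (exact p = 0.0163, adjusted 0.0261). Reads aligning to more than 1 place made up 44.3% of WT and 42.8% of UtyGT reads (exact p = 0.0117, adjusted 0.0233). Reads in no gene (3.27% and 3.48%, exact p = 0.156, adjusted 0.207) and in Gm42418 (1.99% and 1.70%, exact p = 0.483, adjusted 0.483) did not differ by more than the spread. The first principal component held 45.8% of the variance and did not separate the genotypes (exact p = 0.214, adjusted 0.244), whereas the next, with 13.5%, did (exact p = 0.000583, adjusted 0.00466).

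**Figure D4:**
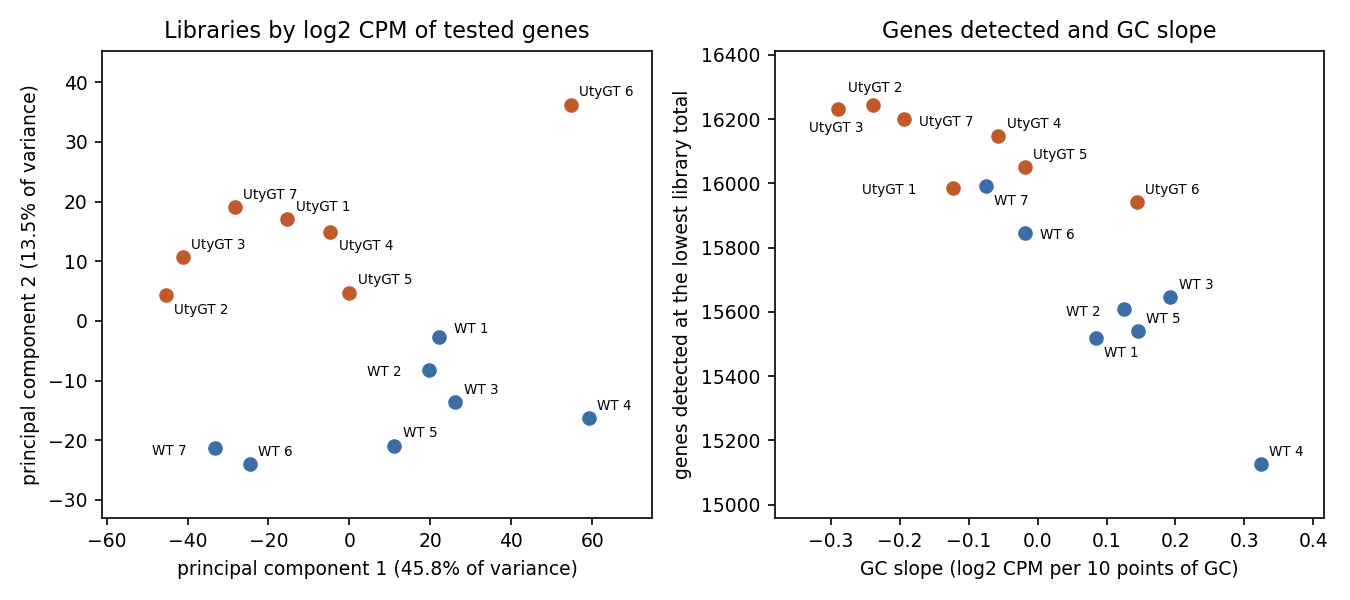
Libraries as points (WT blue, UtyGT orange) on the first 2 principal components of log2 CPM (left) and by the slope of log2 CPM on GC content per 10 percentage points against the number of genes detected after thinning to the lowest library total (right). The first component (45.8% of variance) has WT 4 and UtyGT 6 at the same end, and the mean GC slope is 0.11 in WT and -0.11 in UtyGT.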

Values the study reported

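The study reported 671 genes lower and 716 higher in UtyGT left ventricles at an FDR below 0.05. In hearts, it gave the level in UtyGT as 5.4% of WT for Uty, 17.1% for Ddx3y and 323% for Eif2s3y. By RT-qPCR, it found Ddx3x raised by about 10%, Eif2s3x by about 40% and Eif2s3y by less than in sequencing.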

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

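The library far from the others in its genotype was sought by Dixon's ratio for each named gene and library measure, whereas the share of reads in more than 1 gene was examined after the data were seen. Of 312 groups of 7 libraries, 25 had such a library, where chance gives about 1 in 20, or 15.6. UtyGT 6 was the library in 10 of them, WT 4 in 8, UtyGT 3 in 3, WT 7 in 2, and UtyGT 2 and UtyGT 4 in 1 each.

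UtyGT 6 lay above the other libraries of its genotype for Cwf19l2 (81.8 CPM, the nearest other at 52.3 CPM), Acads (396 CPM, the nearest other at 204 CPM), Psmd13 (202 CPM, the nearest other at 100.1 CPM), Htra3 (90.2 CPM, the nearest other at 66.2 CPM), Mrps18a (54.2 CPM, the nearest other at 41.2 CPM) and Erdr1 (8.21 CPM, the nearest other at 3.53 CPM). UtyGT 6 lay below the other libraries of its genotype for Eif2s3x (6.21 CPM, the nearest other at 11.7 CPM), Rps27a (111 CPM, the nearest other at 175 CPM), Mrpl51 (136 CPM, the nearest other at 195 CPM) and Bag3 (409 CPM, the nearest other at 640.2 CPM). UtyGT 3 lay above the other libraries of its genotype for Ankrd12 (67.1 CPM, the nearest other at 49.0 CPM), Kcnq1ot1 (21.8 CPM, the nearest other at 14.2 CPM) and Trdn (643 CPM, the nearest other at 421 CPM). WT 4 lay above the other libraries of its genotype for Nrbp1 (131 CPM, the nearest other at 97.9 CPM), Eml2 (93.6 CPM, the nearest other at 67.4 CPM), Hspb7 (835 CPM, the nearest other at 558 CPM), Nr1d1 (48.1 CPM, the nearest other at 33.1 CPM), Pecam1 (197 CPM, the nearest other at 142 CPM) and Casq1 (18.8 CPM, the nearest other at 11.8 CPM). WT 4 lay below the other libraries of its genotype for Mrpl20 (49.6 CPM, the nearest other at 68.8 CPM). UtyGT 4 lay below the other libraries of its genotype for Med25 (11.5 CPM, the nearest other at 18.7 CPM). UtyGT 2 lay above the other libraries of its genotype for Ifi44 (9.71 CPM, the nearest other at 6.44 CPM). WT 7 lay above the other libraries of its genotype for H2-Aa (165 CPM, the nearest other at 97.9 CPM) and H2-Ab1 (47.5 CPM, the nearest other at 32.0 CPM). WT 4 also had the fewest genes detected, 15442, against 15882 in the nearest other WT library. Outside the main measurement, reads that fell in more than 1 gene made up 0.340% of reads in UtyGT and 0.3001% in WT, on average (exact p = 0.00175, adjusted over 8 measures 0.00466).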

How the results depend on the processing

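Uty, Ddx3y, Eif2s3y and Malat1 kept their direction and call in all 27 alternatives, and the log2 fold change of Uty lay between -4.43 and -4.06 without single libraries. The difference in Ddx3x plus Ddx3y CPM was -38.1 to -27.1 over its alternatives, with exact p of 0.000583 to 0.0134. Among 5018 alternative values of 185 named genes and lists, 600 were no longer called, 49 were newly called and 64 had their direction turned, and 80 of the genes and lists had no changed call. Against 543 genes higher and 386 lower, DESeq2 gave 706 and 658 and unfiltered counts 337 and 275. Surrogate variables gave 1251 and 1244, and GC correction 309 and 247. An adjusted p below 0.01 gave 123 higher and 47 lower, and a minimum of 1.5-fold gave 322 and 249, by construction. Leaving out both WT 4 and UtyGT 6, chosen after seeing the data, gave 796 higher and 834 lower. Leaving out single libraries gave 276 (WT 4) to 919 (UtyGT 6) higher and 146 (UtyGT 7) to 1329 (UtyGT 6) lower. Called lists numbered 10, against 1 with an estimated correlation and 4 (without UtyGT 6) to 11 without single libraries, and library measures that differed numbered 1 to 2 (2 without WT 7, by the share of the 10 most abundant genes). The direction of values that were not called turned in several alternatives. With GC correction, log2 fold changes were -0.078 for Zfx and -0.12 for Kdm6a, and with the 3′ GC correction, added after seeing the data, -0.046 and -0.16. Kdm6a was -0.019 with length correction, -0.11 without WT 4 and UtyGT 6, and -0.085 to 0.11 without single libraries, where Kdm5d lay at -0.20 to 0.054 and Zbtb16 at -0.20 to 0.012. For lists, adjusted p were as follows. The calcium, sarcolemma and T-tubule list had 0.820 with DESeq2, 0.969 with no composition scaling, 0.984 with thinned counts and 0.808 to 0.9985 without single libraries. Atrial markers had 0.998 with RLE scaling, 0.997 with limma voom, 0.967 with surrogate variables, 0.837 with GC correction, 0.978 with length correction and 0.727 to 0.990 without single libraries. The sarcomere list had 0.906 with surrogate variables, 0.8095 with GC and 0.621 with 3′ GC correction, and fibroblast markers 0.967, 0.481 and 0.920, with 0.758 to 0.995 without single libraries. Complex II to V subunits had 0.908 with GC, 0.756 with length and 0.543 with 3′ GC correction, 0.819 without WT 4 and UtyGT 6 and 0.623 to 0.962 without single libraries. Mitochondrially encoded mRNAs and circadian clock genes had 0.984 with length correction, circadian clock genes and macrophage markers 0.819 without WT 4 and UtyGT 6, and complex I subunits 0.920 with 3′ GC correction. Without single libraries, circadian clock genes had 0.647 to 0.995, macrophage markers 0.492 to 0.990 and integrated stress response targets 0.660 to 0.961. The cause was not tested for these changes. No paired analysis was possible because the count columns carry no mouse numbers, and the alternative with the series of mouse numbers as a covariate was not run for the same reason. Depth limits genes with few counts, such as Uty, with 1 to 6 counts per UtyGT library.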

Other observations

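The 20 other lists fixed before the data were examined were not called by camera. Of the H3K27 and H3K4 methylation machinery, 6 of 31 tested members were called higher and 3 lower, and 9 higher and 3 lower adjusted over the list alone (camera adjusted p = 0.200, and adjusted p = 0.593 with an estimated correlation). Rbbp5, a core subunit of H3K4 methyltransferase complexes, fell from 32.5 ± 4.74 to 22.9 ± 1.83 CPM (log2 fold change -0.50 ± 0.11, adjusted p = 0.0146), while Kmt2e (0.45 ± 0.11, adjusted p = 0.0209), the H3K4 demethylase gene Kdm1a (0.59 ± 0.16, adjusted p = 0.0318) and the acetyltransferase gene Crebbp (0.44 ± 0.12, adjusted p = 0.0326) rose. Setd1a (-0.48) and Ezh1 (-0.49), chosen after their values were seen, were the other members called lower. Of cleavage and polyadenylation factors, 2 of 26 tested members were called higher and 0 lower, and 2 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.471, and adjusted p = 0.795 with an estimated correlation), namely Scaf4 (0.81 ± 0.18, adjusted p = 0.0132) and Fip1l1 (0.56 ± 0.13, adjusted p = 0.0145). Of DEAD-box and DEAH-box helicases, 3 of 45 tested members were called higher and 0 lower, and 3 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.347, and adjusted p = 0.493 with an estimated correlation), namely Ddx18, Ddx3x and Ddx10 (0.83 ± 0.18, adjusted p = 0.0135). Both last lists lie within RNA processing, a theme of the study, and are not independent evidence. Calls ended for Kmt2e with unfiltered counts or either GC correction, or without any 1 of WT 4 or UtyGT 3 (0.0511 to 0.0515, range 0.00141 to 0.106), Kdm1a with unfiltered counts, or without any 1 of WT 2, 3, 4, 5 and 6 or UtyGT 1, 2, 3 and 7 (0.0509 to 0.0741, range 0.00793 to 0.0741), Crebbp with unfiltered counts or length correction, or without any 1 of WT 2, 4, 5 and 6 or UtyGT 1, 2, 3 and 4 (0.0529 to 0.0780, range 0.00265 to 0.0951), Setd1a with no composition scaling, unfiltered counts, WT 4 and UtyGT 6 both left out or either GC correction, or without any 1 of WT 2, 3, 4, 5 and 7 or UtyGT 1, 2, 3, 4 and 7 (0.0558 to 0.0821, range 0.0152 to 0.243), Ezh1 with unfiltered counts or either GC correction, or without any 1 of WT 1, 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0506 to 0.0961, range 0.00214 to 0.0961), Fip1l1 with GC correction (range 0.000572 to 0.0732), Ddx3x with unfiltered counts or either GC correction (range 6.52e-05 to 0.246) and Ddx10 with either GC correction (range 9.56e-05 to 0.0668). Of mitochondrial ribosomal proteins, 6 of 75 tested members were called higher and 2 lower, and 8 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.361, and adjusted p = 0.795 with an estimated correlation). Mrpl51 rose from 114 ± 16.4 to 204 ± 32.3 CPM (log2 fold change 0.83 ± 0.13, adjusted p = 0.00253) and Mrpl18 by 0.45 (adjusted p = 0.0125), and Mrpl4 (-0.49 ± 0.13, adjusted p = 0.0282) and Mrps18a (-0.51 ± 0.14, adjusted p = 0.0386, chosen after its value was seen) were called lower. Of complex I subunits, 0 of 36 tested members were called higher and 0 lower, and 0 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.556, and adjusted p = 0.933 with an estimated correlation). Of complex II to V subunits, 1 of 46 tested members was called higher and 0 lower, and 0 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.868, and adjusted p = 0.955 with an estimated correlation), the called member being the ATP synthase inhibitor gene Atpif1 (0.37 ± 0.11, adjusted p = 0.0499). Of mitochondrially encoded mRNAs, 0 of 8 tested members were called higher and 0 lower, and 0 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.791, and adjusted p = 0.955 with an estimated correlation). Of the TCA cycle and glycolysis, 1 of 39 tested members was called higher and 0 lower, and 1 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.691, and adjusted p = 0.812 with an estimated correlation), the called member being Pdhx, of the pyruvate dehydrogenase complex, which rose from 195 ± 19.2 to 279 ± 8.31 CPM (log2 fold change 0.52 ± 0.09, adjusted p = 0.00405). Median, mean and test differed in sign for complex II to V subunits (median -0.04, mean 0.07, test lower), mitochondrially encoded mRNAs (-0.09, 0.09, lower) and the TCA cycle and glycolysis (0.00, -0.02, lower). Mitochondrial and ribosomal terms are themes of the study, so these counts are not independent evidence. Calls ended for Mrpl4 with either GC correction, or without any 1 of WT 3, 4 and 5 or UtyGT 1, 2, 3, 4 and 7 (0.0538 to 0.0649, range 0.00144 to 0.153), Mrps18a with either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0587 to 0.0873, range 0.00141 to 0.111) and Atpif1 with unfiltered counts or thinned counts, or without any 1 of WT 1, 2, 3, 4, 5, 6 and 7 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0544 to 0.114, range 0.00452 to 0.125).

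Of sarcomere genes, 5 of 39 tested members were called higher and 1 lower, and 5 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.867, and adjusted p = 0.955 with an estimated correlation). The small heat shock protein gene Hspb7 fell from 531 ± 145 to 309 ± 90.02 CPM (log2 fold change -0.78 ± 0.19, adjusted p = 0.0186), and Nexn (0.62 ± 0.13, adjusted p = 0.00948), Nebl (0.57 ± 0.14, adjusted p = 0.0258) and Unc45b (0.44 ± 0.11, adjusted p = 0.0276) rose, with Lmod2 (0.50) and Pdlim5 (0.65), chosen after their values were seen. Of the proteasome, 2 of 36 tested members were called higher and 2 lower, and 3 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.361, and adjusted p = 0.493 with an estimated correlation). Psma4 rose from 46.2 ± 7.25 to 92.0 ± 21.1 CPM (log2 fold change 0.99 ± 0.16, adjusted p = 0.00262) and Psmd6 by 0.63 (adjusted p = 0.00331), and Psme3 (-0.59 ± 0.13, adjusted p = 0.0136) and Psmd13 (-0.95 ± 0.27, adjusted p = 0.0428) were called lower. Of endosomal sorting, 4 of 49 tested members were called higher and 3 lower, and 4 higher and 7 lower adjusted over the list alone (camera adjusted p = 0.360, and adjusted p = 0.493 with an estimated correlation). Endosomal terms are a theme of the study, so this count is not independent evidence. The early endosome GTPase gene Rab5c fell from 104 ± 25.6 to 57.5 ± 16.1 CPM (log2 fold change -0.85 ± 0.18, adjusted p = 0.0113), while its effector gene Eea1 (0.49 ± 0.12, adjusted p = 0.0210), Vps18 (0.63 ± 0.16, adjusted p = 0.0280) and Stam (0.56 ± 0.15, adjusted p = 0.0305) rose. Chmp2a (0.40) was also called higher and Rab11b (-0.44) and Rab7 (-0.48) lower, all chosen after their values were seen. Calls ended for Nexn with either GC correction (range 4.95e-05 to 0.0800), Nebl with GC correction, or without any 1 of WT 3, 4 and 5 or UtyGT 1, 3 and 7 (0.0521 to 0.0605, range 0.000597 to 0.0605), Unc45b with unfiltered counts or 3′ GC correction, or without any 1 of WT 3 and 5 or UtyGT 3 and 7 (0.0513 to 0.0652, range 0.000428 to 0.0892), Lmod2 with 3′ GC correction, or without any 1 of WT 3, 4 and 5 or UtyGT 1, 2, 3 and 4 (0.0502 to 0.0649, range 0.00279 to 0.0649), Pdlim5 with RLE scaling, no composition scaling, unfiltered counts, a 1 CPM filter, the most abundant genes removed, length correction, WT 4 and UtyGT 6 both left out or either GC correction, or without any 1 of WT 1, 2, 3, 4 and 5 or UtyGT 1, 2, 3 and 7 (0.0691 to 0.116, range 0.00737 to 0.116), Psmd13 with unfiltered counts or GC correction, or without any 1 of WT 1, 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0571 to 0.0940, range 1.17e-06 to 0.106), Eea1 with either GC correction, or without WT 4 (0.0543, range 0.00141 to 0.1503), Vps18 with unfiltered counts, or without any 1 of WT 4 or UtyGT 3 and 7 (0.0542 to 0.0677, range 0.00680 to 0.0677), Stam with unfiltered counts or either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3 and 7 (0.0505 to 0.0715, range 0.00506 to 0.0810), Chmp2a with unfiltered counts or thinned counts, or without any 1 of WT 2, 3, 4, 5, 6 and 7 or UtyGT 1, 3, 4, 5 and 7 (0.0527 to 0.109, range 0.00399 to 0.109), Rab11b with unfiltered counts, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4 and 7 (0.0571 to 0.0769, range 0.00234 to 0.0769) and Rab7 with no composition scaling or unfiltered counts, or without any 1 of WT 3, 4, 5 and 6 or UtyGT 1, 2, 3, 4 and 7 (0.0527 to 0.0839, range 0.00498 to 0.0839). Of integrated stress response targets, 1 of 25 tested members was called higher and 2 lower, and 1 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.868, and adjusted p = 0.955 with an estimated correlation). The asparaginyl-tRNA synthetase gene Nars rose (0.53 ± 0.12, adjusted p = 0.0128), and the glutathione-degrading Chac1 (-0.97 ± 0.21, adjusted p = 0.0136) and the serine hydroxymethyltransferase gene Shmt2 (-0.62 ± 0.13, adjusted p = 0.0106) fell. Of circadian clock genes, 0 of 18 tested members were called higher and 1 lower, and 1 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.869, and adjusted p = 0.955 with an estimated correlation), the member called lower being the clock repressor gene Nr1d1, which overlaps Thra and fell from 31.7 ± 8.004 to 16.5 ± 3.55 CPM (log2 fold change -0.94 ± 0.17, adjusted p = 0.00429). Of fibroblast markers, 1 of 29 tested members was called higher and 2 lower, and 3 higher and 3 lower adjusted over the list alone (camera adjusted p = 0.972, and adjusted p = 0.990 with an estimated correlation), with Ddr2 (0.46 ± 0.11, adjusted p = 0.0210) higher and Col6a2 (-0.69 ± 0.16, adjusted p = 0.0155) and Htra3 (-0.55 ± 0.16, adjusted p = 0.0429) lower. Of macrophage markers, 1 of 24 tested members was called higher and 0 lower, and 0 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.868, and adjusted p = 0.955 with an estimated correlation), namely Lyve1 (0.92 ± 0.27, adjusted p = 0.0460). Of mural cell markers, 1 of 20 tested members was called higher and 1 lower, and 3 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.361, and adjusted p = 0.493 with an estimated correlation), with Lmod1 (0.91 ± 0.19, adjusted p = 0.00904) higher and Smtn (-0.54 ± 0.15, adjusted p = 0.0370) lower. Of mesothelial and valve markers, 1 of 5 tested members was called higher and 0 lower, and 1 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.361, and adjusted p = 0.493 with an estimated correlation), namely Wt1 (1.001 ± 0.30, adjusted p = 0.0471). No member was called among 11 Schwann cell markers (camera adjusted p = 0.764, and adjusted p = 0.832 with an estimated correlation), 8 adipocyte markers (camera adjusted p = 0.791, and adjusted p = 0.955 with an estimated correlation) and 14 atrial markers (camera adjusted p = 0.986, and adjusted p = 0.990 with an estimated correlation), over all genes or adjusted over the list alone. Camera gave a lower direction for adipocyte (median 0.00, mean 0.04) and fibroblast markers (0.02, 0.01). Calls ended for Shmt2 with GC correction (range 0.000291 to 0.0544), Ddr2 with unfiltered counts, length correction or either GC correction (range 0.00192 to 0.112), Htra3 with thinned counts, length correction or either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0593 to 0.0957, range 0.000396 to 0.160), Lyve1 with RLE scaling, no composition scaling, unfiltered counts, thinned counts, the most abundant genes removed, WT 4 and UtyGT 6 both left out or either GC correction, or without any 1 of WT 1, 2, 3, 4 and 5 or UtyGT 1, 2, 3, 5 and 7 (0.0587 to 0.102, range 0.00385 to 0.102), Smtn with either GC correction, or without any 1 of WT 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4, 5 and 7 (0.0573 to 0.0849, range 0.00262 to 0.267) and Wt1 with RLE scaling, no composition scaling, unfiltered counts, thinned counts, the most abundant genes removed, limma voom or either GC correction, or without any 1 of WT 1, 2, 3, 4 and 5 or UtyGT 1, 2, 3, 4 and 7 (0.0625 to 0.111, range 0.00418 to 0.111).

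Genes called numbered 543 higher and 386 lower here. Both are lower than the counts quoted from the study above. The numbers depended on tool and libraries, with 706 higher and 658 lower by DESeq2. Without single libraries there were 276 (WT 4) to 919 (UtyGT 6) higher and 146 (UtyGT 7) to 1329 (UtyGT 6) lower. Eif2s3x was at 90.1% of WT in these libraries, with a 95% interval of 58.9% to 138%. That is lower than the level quoted from the study above, which came from another assay. Mean counts without scaling were 58.6 in WT and 3.14 in UtyGT for Uty, 740.0 and 126 for Ddx3y, and 16.4 and 53.0 for Eif2s3y. To rounding, the ratios of these means equal the levels quoted above for the same genes, which therefore hold no scaling for library size. In the authors' deposited table, 711 genes were higher and 665 lower in UtyGT at an adjusted p below 0.05.

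Of the tests below, those of GC content within a genotype, haemoglobin mRNAs, the share of all cells other than cardiomyocytes, the lymphocyte list alone, depth and equal GC slope were chosen after the result was seen, and the others before. Genes called higher had a lower GC content than genes called lower, and across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.396 with GC content. Splits of the 7 libraries of a genotype gave a correlation as strong in 0% of 70 splits (the strongest 0.335) and a GC slope that differed as much in 2.86%, but the slopes of single libraries spanned 0.400 in WT and 0.434 in UtyGT, against a difference of -0.222 between the genotypes (UtyGT minus WT), so a GC trend between libraries that does not come from genotype stays open. Internal A runs had correlations of -0.0524 to 0.0827 (median 0.0415) in 10 GC bins, so priming there that follows GC is untested. With the GC trend removed, 49.4% of called genes (459 of 929) were still called in the same direction, and the median absolute log2 fold change of the 470 others went from 0.57 to 0.40, so a GC trend of the libraries may account for part of the calls. Whether that trend is technical or follows the genotype stays open.

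Erythroid, endothelial and lymphocyte marker lists were lower in UtyGT. Endothelial markers, picked for their fall, fell against mural markers (log2 difference -0.30, exact p = 0.00175, adjusted over 3 comparisons 0.00524). They fell against fibroblast markers (-0.18, exact p = 0.0280, adjusted 0.0420). The fall against macrophage markers did not pass the test (-0.19, exact p = 0.167, adjusted 0.167). A lower share of all cells other than cardiomyocytes thus stays open. The GC trend as the cause for all 3 lists is argued against by an adjusted p of 0.00798 for erythroid and 0.0399 for endothelial markers with GC correction (range 0.000188 to 0.493 and 0.000840 to 0.493). The lymphocyte list had 0.0840 with GC correction (range 0.00503 to 0.493), so that for it too the trend cannot be told apart from other causes, with 8 members tested. The 4 haemoglobin mRNAs lay within 1.42 SE of their mean log2 fold change of -0.87, and less blood in the UtyGT pieces may account for them, while a change in endothelial cells with the genotype stays open and was not tested.

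More genes were detected in UtyGT libraries. Depth is argued against, since after thinning to equal totals the difference was 503 genes (exact p = 0.00175), and a few abundant genes are argued against by a difference of 482 genes without them (exact p = 0.00117). At equal GC slope the difference was 229 genes (exact p = 0.00408), so the GC trend may account for much of it, and a change with the genotype stays open for the rest.

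To weigh chance, 100 of 1716 splits of the 14 libraries were fitted, the real one included. The real split gave 543 genes higher and 386 lower, and the other splits, which mix genotypes, gave 0. At 1 of 100, the least possible here, chance is argued against for gene calls, but not a trend with genotype. For the 10 called lists, 9 of 100 splits gave as many (other splits: highest 12, median 4), so chance cannot be excluded for their number.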
